# Soybean Root Transcriptomics: Insights into Sucrose Signaling at the Crossroads of Nutrient Deficiency and Biotic Stress Responses

**DOI:** 10.3390/plants12112117

**Published:** 2023-05-26

**Authors:** Leela Chandra Manozna Nidumolu, Kristina Mae Lorilla, Indrani Chakravarty, Claudia Uhde-Stone

**Keywords:** crosstalk, nutrient deficiency, sucrose signaling, transcriptome

## Abstract

Soybean (*Glycine max*) is an important agricultural crop, but nutrient deficiencies frequently limit soybean production. While research has advanced our understanding of plant responses to long-term nutrient deficiencies, less is known about the signaling pathways and immediate responses to certain nutrient deficiencies, such as P_i_ and Fe deficiencies. Recent studies have shown that sucrose acts as a long-distance signal that is sent in increased concentrations from the shoot to the root in response to various nutrient deficiencies. Here, we mimicked nutrient deficiency-induced sucrose signaling by adding sucrose directly to the roots. To unravel transcriptomic responses to sucrose acting as a signal, we performed Illumina RNA-sequencing of soybean roots treated with sucrose for 20 min and 40 min, compared to non-sucrose-treated controls. We obtained a total of 260 million paired-end reads, mapping to 61,675 soybean genes, some of which are novel (not yet annotated) transcripts. Of these, 358 genes were upregulated after 20 min, and 2416 were upregulated after 40 min of sucrose exposure. GO (gene ontology) analysis revealed a high proportion of sucrose-induced genes involved in signal transduction, particularly hormone, ROS (reactive oxygen species), and calcium signaling, in addition to regulation of transcription. In addition, GO enrichment analysis indicates that sucrose triggers crosstalk between biotic and abiotic stress responses.

## 1. Introduction

Soybean (*Glycine max*) is an important food crop in the US and worldwide, and preserving soybean crop yields is critical for the global economy and food security. Nutrient deficiencies, particularly phosphate (P_i_) and iron (Fe) deficiencies, frequently limit crop production [1,2,3]. Iron deficiency chlorosis in soybean alone results in global yield losses of millions of metric tons per year [4,5,6].

Plants need to carefully coordinate growth and development with—often scarce—nutrient availability. Glucose has been identified and thoroughly studied as an important signaling molecule of nutrient deficiency and acts by mechanisms similar to those found in yeast and mammals. Much less is known about the mechanism of sucrose signaling, which appears to be unique to plants [7]. A dual role of sucrose as both a metabolite and a signaling molecule was first suggested many decades ago [8] and has gained momentum in recent years [7,9,10,11,12].

A role for sucrose specifically in nutrient deficiency signaling has been proposed during the last two decades [13,14,15]. Split-root experiments in Arabidopsis [16] and white lupin [17,18] revealed that P_i_ deficiency responses in the root are triggered, at least in part, by low P_i_ levels of the shoot. This finding initiated a search for candidates for long-distance signals by which the shoot communicates P_i_ deficiency to the root. Independent studies identified sucrose, transported in the phloem from shoot to root, as an important long-distance signal of P_i_ deficiency [14,19]. Further studies implicated sucrose in the signaling of several other nutrient deficiencies, including iron (Fe) [15] and sulfur (S) [20]. Studies of an Arabidopsis mutant that is over-accumulating sucrose (hsp1) indicate that sucrose can act as a global regulator of plant responses to multiple nutrient deficiencies, including deficiencies of P_i_, nitrogen (N), and potassium (K) [21]. Plant responses to various nutrient deficiencies tend to overlap, a phenomenon known as crosstalk [22], which may be in part due to a shared sucrose signaling pathway.

It is pertinent to point out that the function of sucrose as an initial signal of various nutrient deficiencies is different from its re-allocation as a carbon source to the root. The latter is an acclimation to P_i_ and N deficiency that facilitates an increase in the root-to-shoot ratio under these conditions [23] and is not the focus of this study.

While it has been shown that sucrose can regulate the expression of certain genes via the activation of transcription factors such as AtMYB75 and AtWRKY20 in Arabidopsis [7,24], it is still unclear how cells receive and process the sucrose signal. Sucrose non-fermenting-1-related protein kinases (SnRKs) have been proposed to serve both as sugar transporters and sugar sensors [25], though further studies are needed to fully elucidate the potential signaling role of sugar transporters.

Significant research has been devoted to understanding plant responses to nutrient deficiencies. In recent years, transcriptomic approaches, particularly RNA-seq, have made great strides toward the identification of differential gene expression in response to various nutrient deficiencies in plants [26,27,28,29,30,31,32]. However, the underlying mechanism of sucrose signaling is not yet well understood [7,11].

In the current study, RNA-seq analysis has been applied to hydroponically grown soybeans treated with short-term (20 min, 40 min) additions of external sucrose to the roots. Our objective was to dissect the early transcriptomic responses to the signal sucrose in roots to identify potential key players in the sucrose signaling network, specifically as part of nutrient deficiency responses. A better understanding of sucrose signaling in response to various nutrient stresses could aid in developing soybeans with increased stress tolerance, productivity, and more efficient use of fertilizers.

## 2. Results

### 2.1. RNA-Seq to Assess Short-Term Responses to Sucrose Resulted in 260 Million Paired-End Reads

To mimic the increased amount of sucrose that is transported from shoot to root in response to various nutrient deficiencies, we added sucrose directly to the roots in a hydroponic system. Previous results in the legume white lupin have shown that cluster root formation, a morphological response to P_i_ and Fe deficiency, can be mimicked by external sucrose application [33]. Internal sucrose concentrations at the initiation zone of cluster root formation were measured at 3.4 mM sucrose [33]. External sucrose application increased the number of cluster roots in a concentration range of 2.5 mM to 12.5 mM sucrose; a further increase to 25 mM sucrose resulted in unusual root thickening [33]. Based on these data, we decided to add an external sucrose concentration of 10 mM, which is high enough to expect a strong response to the sucrose signal but not too high to expect non-physiological responses. After hydroponic growth for four weeks in nutrient-sufficient conditions, roots were subjected to external sucrose for 0 min (control), 20 min, and 40 min in three biological replications each, for a total of nine samples.

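Root tips of 9 plants of the cultivar Williams 82, 3 for each time, gave 9 stranded paired-end RNA-seq libraries, and the sucrose was added to a final concentration of 10 mM. The authors deposited one table of 119600 assembled transcripts, with the FPKM (fragments scaled by transcript length and library size) of each transcript in each library, made with HiSat2, StringTie and Ballgown. The columns of the table name the time of sucrose and number the libraries: 1 to 3 are t0, 4 to 6 are t20 and 7 to 9 are t40. Table 1 of the paper gives 24900000 to 40600000 paired sequences at t0, 24200000 to 47300000 at t20 and 16900000 to 26700000 at t40, with alignment rates of 89.61% to 94.96%, 91% to 93.34% and 80.44% to 87.91%. The t40 libraries were thus smaller on the whole and aligned less well. For each gene identifier the FPKM of its transcripts was summed. Genes with FPKM of at least 1 in at least 3 libraries were tested with limma on log2(FPKM + 1), all 9 libraries in one fit, with Benjamini-Hochberg adjustment over these genes. A log2 fold change on this scale understates the change of genes with low FPKM. In 876 cases one gene identifier joins transcripts of more than 1 annotated gene, and their values cannot be separated in a sum. Across genes, the Pearson correlation of log2 values between libraries of one time was 0.933 to 0.971 at t0, 0.907 to 0.952 at t20 and 0.966 to 0.974 at t40. Between libraries of different times it was 0.815 to 0.965.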

The nine pooled, bar-coded cDNA libraries were sequenced using the Illumina NovaSeq6000 150PE Flow Cell SP platform, resulting in an initial 485.64 million total reads of 150 bp each. FastQC quality checks revealed overall very good sequence quality, with Phred quality scores above 30 even before trimming, except for the first two and last three nucleotides. A quality check after trimming showed Phred quality scores above 30 for all positions, complete adaptor removal, and a total number of paired sequences of 260 million (Table 1).

We used HiSat2 [34] and StringTie [35] to map our paired sequence reads to the *G. max* reference genome [36], which has been reannotated in 2021 (RefSeq assembly accession: GCF_000004515.6_Glycine_max_v4.0; annotation date 3 October 2021). Our mapping resulted in a total of 62,048 mapped genes, which is more than the currently annotated 59,046 genes in GCF_000004515.6_Glycine_max_v4.0, according to the corresponding gene and feature statistics for this annotation (release 104, https://www.ncbi.nlm.nih.gov/genome/annotation_euk/Glycine_max/104/ (accessed on 14 October 2022)).

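The deposited table held 62609 gene identifiers, where 490 transcripts without an identifier were taken by their name. FPKM was above 0 in at least 1 library for 48727 of them. Of the 58297 gene names in the table, 58275 were found among the 59048 genes of the reference annotation. A further 4236 identifiers had no annotated name, and 1279 of these had enough expression to be tested.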

Some of these novel genes were found at a very low level, raising the question if they are real. 

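Gene sums of FPKM reached 1 in at least 3 of the 9 libraries for 32763 gene identifiers. The other 29846 stayed below this level in too many libraries and were not tested for a response to sucrose.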

When setting a threshold of at least 3 total reads, we found 61,675 genes, which still includes some novel genes. 

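At the level of transcripts, FPKM was above 0 in at least 1 library for 100466 of the entries. Of all entries, 25614 carried no annotated name and came from the assembly. Among genes with a mean FPKM of at least 5 and FPKM of at least 1 in every library, 11477 had more than 1 transcript, with 44198 transcripts in all.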

Applying the same threshold of at least 3 total reads, StringTie identified 99,775 different transcripts, indicating alternative splicing.

### 2.2. Short-Term Sucrose Exposure Changes the Expression of Hundreds of Genes

MA (mean average) plots (Figure 1a) were used to visualize log2 FC (fold change) against normalized sequence counts at 20 min and 40 min of sucrose exposure, each compared to 0 min (control). 

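At 20 min of sucrose 302 genes had an adjusted p under 0.05 and an absolute log2 fold change of at least 1 (limma with Benjamini-Hochberg adjustment), 251 higher and 51 lower than at t0. At 40 min there were 4585 such genes, 3441 higher and 1144 lower. A direct comparison of t40 with t20 gave 444 genes, 425 of them higher at 40 min. All 3 libraries at 20 min lay on one side of all 3 controls for 18.3% of genes, and at 40 min for 47.3%, where chance gives 10%. The number at 20 min rested on single libraries. Without library 5, a t20 library, it was 2222. Without library 2, 4 or 6 it was 0, while at an unadjusted p without library 2, 1623 genes were higher and 339 lower. Over the 9 fits that each left out one library, the number at 40 min ranged from 2805 without library 8 to 5350 without library 1. Gene by gene nested linear models with a library size covariate gave 0 genes at either time, against 268 higher and 384 lower at an unadjusted p at 20 min and 2211 and 988 at 40 min.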

The plot reveals some changes in expression (blue dots) at 20 min and more drastic changes after 40 min of sucrose exposure. 

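The separation of the 9 libraries was measured over the 1000 most variable genes on the log2(FPKM + 1) scale. The 3 times accounted for 75.4% of the summed squared distances (exact permutation test over the 280 divisions of the libraries into 3 groups of 3, one-sided, p = 0.00357, the smallest p these divisions allow). The first principal component held 75.2% of the variance and the second 12.1%. Libraries at 20 min were spread along the first component at 30.23, -23.61 and 12.61, while the controls lay between -54.42 and -47.99 and the libraries at 40 min between 40.08 and 50.05. Over the genes higher at 40 min, the median gene in t20 libraries 4, 5 and 6 had reached 77.6%, 20.9% and 54.4% of its rise at 40 min. Library 5 was thus nearest to the controls. Without library 5 the times accounted for 82.5% of the squared distances, and without library 9 for 71.7%.

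**Figure D1:**
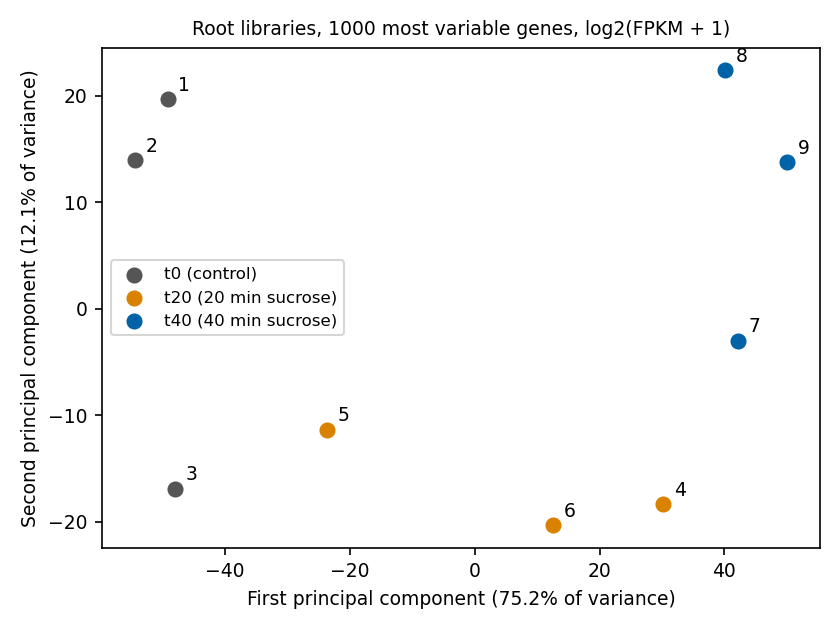
Principal components of the 9 root libraries over the 1000 most variable genes; the first component is on the x axis (75.2% of the variance) and the second on the y axis (12.1%), each point is 1 library with its number, and colours mark the time of sucrose. Library 5 at 20 min lies at -23.61 on the first component, between the controls and the other t20 libraries.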

A PCA (principal component analysis) plot (Figure 1b) displays clear differences between the three time points used in this study (t0, t20, and t40), though it also reveals some variability between the biological replicates.

We extracted normalized expression data (FPKM, fragment per kilobase, and million) from our HiSat2 data using Ballgown [35,37]. 

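With a log2 fold change of at least 1 and an unadjusted p under 0.05, 1748 genes were upregulated and 417 downregulated at 20 min, and 3819 were upregulated and 1345 downregulated at 40 min. Upregulated genes made up 80.7% of the changed genes at 20 min and 74% at 40 min. At 20 min this balance depended on the test: the share was 60.9% with unequal variances on untransformed FPKM and 41.1%, fewer up than down, with nested linear models. Quantile normalization between libraries lowered the share at 40 min to 62.5%, and moved the median log2 fold change of all genes from 0.06 to -0.11. The number at 20 min did so too. A comparison with unequal variances gave 126 upregulated and 81 downregulated genes. It also ranged from 1057 upregulated genes without library 4 to 2642 without library 5.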

A Venn diagram (Figure 1c) represents the total number of up- and down-regulated genes in response to 20 min and 40 min of sucrose treatment. A total of 148 upregulated and 58 downregulated genes are shared between 20 min and 40 min of sucrose responses.

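In the limma fit, 1490 genes were upregulated and 202 downregulated at both times, and no gene was upregulated at one time and downregulated at the other. Another 258 genes were upregulated only at 20 min and 2329 only at 40 min. Both comparisons share the 3 control libraries, so part of the overlap arises without an effect. In 20 simulations of unchanged groups against shared controls, the median was 25.5 genes upregulated and 23.5 downregulated at both times. All 9 libraries were simulated, with noise drawn independently for each gene. Variation that genes of a library share was left out, so real chance levels may spread more widely. Of 100 arrangements of the 9 libraries, the real one included, 3 gave as many upregulated and 13 as many downregulated genes. In an arrangement with t40 libraries in the place of the controls, genes higher at 40 min can count as downregulated. The 13 thus do not measure chance alone, and this test cannot decide on the 202 downregulated genes. Across genes, the log2 fold changes at the 2 times had a correlation of 0.812, against 0.499 in the simulations. Of the genes upregulated at 20 min, 70.8% had a higher mean at 40 min. Without library 4 the shared upregulated genes numbered 911, and without library 5 they numbered 2113.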

### 2.3. Genes Involved in Auxin-Mediated Responses and Nutrient Assimilation Are among the Most Highly Upregulated Genes in Response to Sucrose

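Among genes past an adjusted p of 0.05 with no overlap between treated and control libraries, the largest rises at 20 min included LOC100806204 on chromosome 15 (4088258 to 4092691). Its FPKM was 2.90 ± 0.65 (SD, n = 3) at t0, 84.7 ± 80.4 at t20 and 35.6 ± 17.6 at t40. The log2 fold change was 3.92 at 20 min (standard error 0.70, adjusted p = 0.0401 from limma with Benjamini-Hochberg adjustment) and 3.10 at 40 min (standard error 0.70, adjusted p = 0.0138). With one library left out it passed in 1 of 9 fits at 20 min and in 8 at 40 min. LOC100811478 on chromosome 5 (31248349 to 31249188) rose from 1.23 ± 0.55 to 33.8 ± 25.0 and 84.8 ± 31.3. On chromosome 7, an assembled locus (3189575 to 3225851) rose from 34.3 ± 12.4 to 563 ± 435 and 454 ± 286. LOC100527498 lies within its span, so reads may have been shared between them. At 40 min the largest rises included neighbouring genes on chromosome 11. LOC100776708 (9845309 to 9848167) rose from 0.03 ± 0.04 to 60.2 ± 18.7 and LOC100777247 (9853759 to 9856620) from 0.04 ± 0.06 to 56.2 ± 18.0. LOC100802250 on chromosome 12 (3887822 to 3890679) had a log2 fold change of 5.67 at 40 min (standard error 0.63, adjusted p = 0.000943). A set of 75 genes, made up of the genes of Tables 2 and 3, the largest rises and falls at each time and up to 2 genes of each list, was refitted with each library left out. In the full fit 26 of them passed an adjusted p of 0.05 at 20 min, but 0 of these 26 did so in each of the 9 fits that left out one library. Without library 2, 4 or 6 no gene of all tested passed at 20 min with an absolute log2 fold change of at least 1. The 0 of 26 thus follows from the loss of all genes in these fits and does not rank single genes. At 40 min 72 passed and 53 of them did so in every fit that left out one library.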

A heatmap (Figure 2) gives an overview of normalized expression (in FPKM) for the top 40 up-regulated genes after 20 and 40 min of sucrose treatment, revealing low expression levels without sucrose and increased expression at both 20 and 40 min of sucrose.

Table 2 shows the 10 most highly upregulated genes in response to 20 min of sucrose. 

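Most names in this table have no identifier in the deposited table, so each row was matched by its values. For each transcript the log2 ratio of mean FPKM + 1 and a p with equal variances on untransformed FPKM were computed. Of the 20 rows in Tables 2 and 3, all 20 had exactly 1 transcript within 0.1 on the log2 scale and within 20% on p at both times. All 16 rows with a GLYMA identifier lay on its chromosome, which the match did not use. The tolerance on p was widened after a narrower one had left some rows without a match. As sums over all transcripts of the gene, which for 6 of them is the matched transcript alone, 8 of the 10 genes of Table 2 had a log2 fold change of at least 1 and an adjusted p under 0.05 at 20 min. Thermospermine synthase ACAULIS5 (LOC100784972, chromosome 14, 9856855 to 9862080, 10 exons) had an FPKM of 2.51 ± 1.18 (SD, n = 3) at t0, 42.4 ± 18.4 at t20 and 51.1 ± 14.9 at t40. Its log2 fold change at 20 min was 3.57 (standard error 0.39, adjusted p = 0.0212 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, the adjusted p stayed under 0.05 in 6 of 9 fits and was highest at 0.104 without library 4. Without library 2, 4 or 6 no gene of all tested passed at 20 min with an absolute log2 fold change of at least 1. Phosphoglycerate mutase 1 (LOC100784422, chromosome 13) matched an assembled transcript without an annotated name. The sum over its 5 transcripts rose from 10.4 ± 3.0 to 90.9 ± 32.6 and 72.5 ± 17.3. Dicarboxylate carrier 1 (chromosome 4, 1626183 to 1627473, 1 exon) is listed with a date in place of a gene name. It rose from 0.64 ± 0.32 to 17.2 ± 10.3 and 54.8 ± 21.3. LOC100305767 (chromosome 8) rose from 1.76 ± 0.36 to 33.4 ± 18.8 and 64.2 ± 26.0, and the J domain gene LOC100784637 (chromosome 8) from 1.67 ± 0.82 to 23.7 ± 13.2 and 50.8 ± 20.2.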

The *description* column indicates the involvement of upregulated genes in various functions, including auxin signaling, nitrogen and sulfur assimilation, and transcriptional regulation. 

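The largest falls at 40 min among genes past an adjusted p of 0.05 were led by LOC100779051 on chromosome 5 (801222 to 802207, 1 transcript). Its FPKM was 85.7 ± 16.0 (SD, n = 3) at t0, 13.0 ± 12.3 at t20 and 1.38 ± 1.59 at t40, a log2 fold change of -5.37 at 40 min (standard error 0.97, adjusted p = 0.00555 from limma with Benjamini-Hochberg adjustment). LOC100527721 on chromosome 11 fell from 32.4 ± 8.1 to 2.97 ± 2.60 and 0.66 ± 0.92. SACPD-C on chromosome 14 fell from 64.6 ± 16.9 to 14.0 ± 9.6 and 2.89 ± 2.24. At 20 min LOC100794904 on chromosome 17 (9220764 to 9222748) had 71.8, 57.8 and 11.8 FPKM in control libraries 1, 2 and 3 and was listed at 0 in all t20 libraries. At 40 min it had 0.266, 5.61 and 0.592 FPKM in libraries 7, 8 and 9. LOC100810542 on chromosome 18 fell from 35.7 ± 26.7 to 0.60 ± 0.45 and 2.73 ± 2.93. For both of these the control libraries themselves differed by a factor larger than 6, with library 1 the highest.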

A heatmap of the 20 most downregulated genes in response to sucrose is shown in Figure S1.

### 2.4. Gene Ontology Analysis Reveals High Proportions of Transcription Factors and Internal Signaling in Response to Sucrose

An analysis of GO (gene ontology) terms indicates a high proportion of sucrose-induced genes belong to the categories of *signal transduction* and *stress response* (Figure 3a). The largest two groups among *molecular functions* are *protein binding* and *transcription factors* (Figure 3b). Because our GO analysis of *molecular functions* revealed a high proportion of transcription factors (TFs), we took a closer look at this group of genes. 

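Transcription factors were recognised by gene symbol, since the deposited table holds no gene descriptions. Only 1692 of the 32763 genes tested have a symbol other than a LOC number, so the list covers part of the transcription factors expressed. Of 396 genes in it, 21 had a log2 fold change of at least 1.5 and 5 of at most -1.5 at 20 min with an unadjusted p under 0.05. At 40 min these were 57 and 4. With a threshold of 1 in place of 1.5, 107 rose and 16 fell at 40 min. With unequal variances on untransformed FPKM and the threshold of 1.5, 33 rose and 1 fell at 40 min. At 20 min 0 rose with unequal variances and 1 with nested linear models.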

Our RNA-seq analysis revealed a total of 143 transcription factors (TFs) that were differentially expressed (log2FC > 1.5, *p*-value < 0.5 or <−1.5, *p*-value < 0.5) in response to sucrose; the majority of these (128) were upregulated, while 15 were downregulated.

At 20 min of sucrose treatment, only nine TFs were significantly upregulated, and only two of these (WRKY 70-like and UNE12) were also upregulated after 40 min of sucrose. In contrast, a total of 121 TFs were upregulated at 40 min of sucrose treatment. 

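In the list of symbols, the genes upregulated by at least 1.5 at 20 min were 5.3% of the list, against 2.44% of all genes tested. At 40 min 19 of them passed the same threshold. After Benjamini-Hochberg adjustment of the limma test over all genes, 2 of them passed, and 16 when adjusted over the list alone. The number ranged from 11 without library 4 to 41 without library 5. Neither WRKY 70-like nor UNE12 could be matched to an identifier by name, and they were not analysed here.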

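At 40 min the factors with a log2 fold change of at least 1.5 made up 14.4% of the list and 6% of all genes tested, and each of them passed an adjusted p of 0.05. The largest rise in the list was that of WRKY27 on chromosome 15 (290119 to 292161). Its FPKM was 1.18 ± 0.17 (SD, n = 3) at t0, 18.6 ± 13.1 at t20 and 86.2 ± 37.8 at t40, a log2 fold change of 5.23 at 40 min (standard error 0.61, adjusted p = 0.00101 from limma with Benjamini-Hochberg adjustment). MYB92 on chromosome 16 rose from 8.63 ± 2.33 to 27.3 ± 14.6 and 110.5 ± 22.6. Leaving out one library at a time gave 47 to 67 upregulated factors at 40 min.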

In terms of frequency, this means that at t20, 2.5% of upregulated genes were transcription factors, while at t40, this number increased to 5%. Table 3 shows the ten most highly upregulated transcription factors in response to 40 min of sucrose. 

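All 10 genes of Table 3 passed an adjusted p of 0.05 at 40 min as gene sums (limma with Benjamini-Hochberg adjustment), and they did so in every fit that left out one library. MYB14 (LOC100777107, chromosome 6, 48493176 to 48494689) had an FPKM of 0.02 ± 0.02 (SD, n = 3) at t0, 14.4 ± 11.3 at t20 and 93.4 ± 42.9 at t40, a log2 fold change of 6.43 at 40 min (standard error 0.71, adjusted p = 0.000926). Next to it on chromosome 6, MYB30 (LOC778087, 48475050 to 48476644) rose from 0.02 ± 0.02 to 4.20 ± 3.57 and 49.5 ± 27.2. WRKY41 (LOC100815760, chromosome 5) rose from 0.39 ± 0.14 to 32.1 ± 20.4 and 72.1 ± 24.3. WRKY33 (LOC102666898, chromosome 3) rose from 0.63 ± 0.06 to 13.7 ± 9.3 and 55.1 ± 15.2, and WRKY SUSIBA2 (WRKY5, chromosome 1) from 0.31 ± 0.24 to 9.48 ± 6.79 and 44.6 ± 9.0. MYB30 (LOC778184) and MYB13 (LOC102666009), both on chromosome 12, and ERF 13 (LOC100793366, chromosome 3) were listed at 0 in all controls. Their FPKM at 40 min was 46.8 ± 22.4, 18.2 ± 10.7 and 16.3 ± 9.75. ERF098-like (LOC100779173, chromosome 10) reached 16.7 ± 1.36 and WRKY40 (LOC100807966, chromosome 7) 51.8 ± 23.4. For the family members that lie side by side, reads could have been split between near-identical copies.

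**Figure D2:**
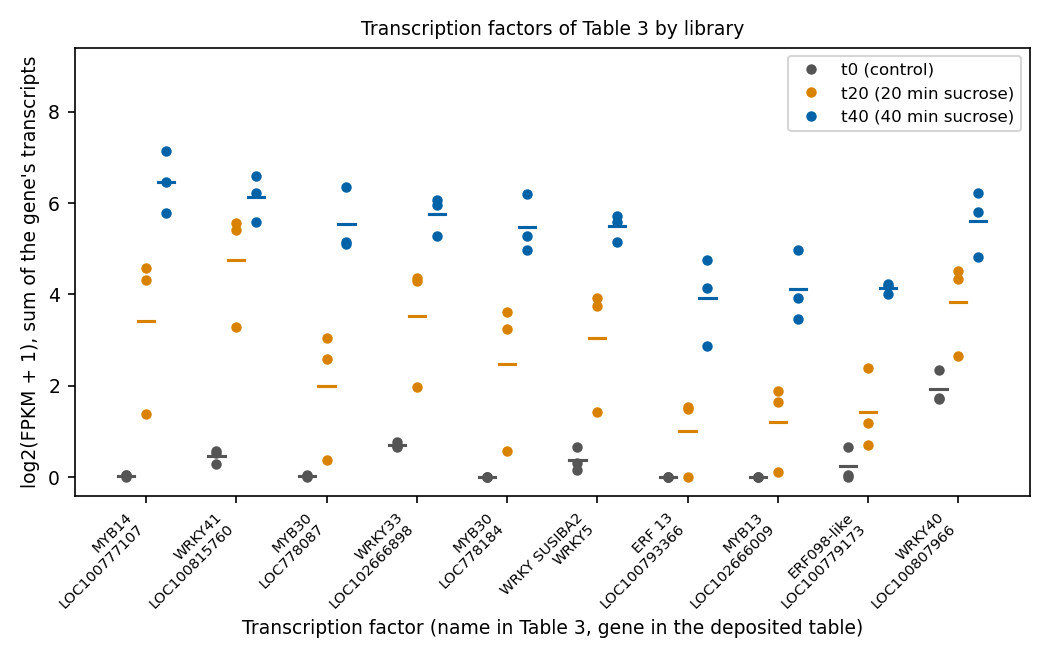
Expression of the 10 transcription factors of Table 3 in each library, as log2(FPKM + 1) of the gene sum on the y axis and gene on the x axis; each point is 1 library, bars are the means of 3 libraries, and colours mark the time of sucrose. All libraries at 40 min lie above all controls for each gene, and the libraries at 20 min lie between them, except that for ERF 13 library 5 is at 0 as all controls are.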

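At 20 min 9 of the 10 gene sums of Table 3 had an unadjusted p under 0.05 in the limma fit, and 2 passed Benjamini-Hochberg adjustment. The 2 were WRKY41 with a log2 fold change of 4.29 (standard error 0.52, adjusted p = 0.0258) and WRKY33 with 2.83 (standard error 0.54, adjusted p = 0.0458). They passed in 3 and 1 of the 9 fits that left out one library. The adjusted p of WRKY41 was highest at 0.107 without library 6, and that of WRKY33 at 0.171 without library 4. In a direct comparison of 40 with 20 min, 4 factors had a further rise past an adjusted p of 0.05. These were MYB30 (LOC778087, 3.53, adjusted p = 0.0295), ERF 13 (LOC100793366, 2.91, adjusted p = 0.0289), MYB13 (LOC102666009, 2.90, adjusted p = 0.0264) and ERF098-like (LOC100779173, 2.71, adjusted p = 0.0166). None of the 4 passed without library 8 (adjusted p from 0.101 to 0.145) or without library 9 (from 0.125 to 0.172), and over the alternatives that kept all libraries their adjusted p ranged from 0.017 to 1. Without library 8 or 9, no gene of all tested passed between 40 and 20 min with an absolute log2 fold change of at least 1. The paper gives its fold changes of the factors of Table 3 at 20 min as not statistically significant. From them it reasons that a trend of upregulation starts before 40 min.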

While only t40 shows significant *p*-values, the t20 fold changes indicate that the trend of upregulation of these transcription factors starts earlier. The most frequent families among upregulated TFs are WRKY (33 TFs), ethylene response factors (ERFs, 24 TFs), MYB (22 TFs), and basic helix-loop-helix (bLHL, 14 TFs).

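Of the families recognised by symbol, WRKY had 53 genes tested, and 25 of them had a log2 fold change of at least 1.5 at 40 min. ERF had 2 of 13, MYB 8 of 58 and basic helix-loop-helix 0 of 5. The median log2 fold change at 40 min was 1.42 for WRKY, 0.72 for ERF, 0.69 for MYB and -1.19 for basic helix-loop-helix. As sets against all other genes at 40 min, WRKY (adjusted p = 6.69e-12), MYB (adjusted p = 1.62e-05) and ERF (adjusted p = 0.0279) were higher by limma's camera test with a preset correlation of 0.01, adjusted over 50 tests of 25 lists. WRKY and MYB also passed with fry (adjusted p = 0.0298 and 0.0329), ERF did not (adjusted p = 0.117), and none passed with an estimated correlation. Of the 50 tests 21 passed with camera, 8 of these with fry and 0 with an estimated correlation. Other arrangements of the 9 libraries drawn at random gave a median of 14 tests past the threshold with camera.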

### 2.5. GO Enrichment Indicates Involvement of ROS and Ca^2+^ Signaling in Responses to Sucrose

Enrichment analysis of GO terms displayed no significantly enriched categories at t20 but highly enriched categories at t40. Table 4 shows the fifteen most highly enriched categories at 40 min of sucrose exposure. The three most highly enriched categories.

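Genes of biotic stress responses were grouped by symbol. The list of defense genes had 20 members with a median log2 fold change of 0.94 at 40 min, and 16 of them were above 0 (camera, adjusted p = 0.0321; fry, adjusted p = 0.0717). Without library 1, 2, 4 or 9 the camera test of this list did not pass, with an adjusted p of up to 0.142. EDS1-2 on chromosome 6 rose from an FPKM of 5.76 ± 1.63 (SD, n = 3) at t0 to 16.0 ± 8.0 at t20 and 25.8 ± 1.2 at t40. The 34 cysteine-rich receptor kinases had a median of 1.70, with 33 of them above 0 (camera, adjusted p = 8.06e-13; fry, adjusted p = 0.00782). CRK70 on chromosome 20 had a log2 fold change of 3.47 at 40 min (standard error 0.38, adjusted p = 0.000903 from limma with Benjamini-Hochberg adjustment). The 38 phenylpropanoid genes had a median of 0.86 (camera, adjusted p = 0.00156; fry, adjusted p = 0.0298), and CHS3 on chromosome 8 rose from 1.13 ± 0.37 to 20.5 ± 17.8 and 78.3 ± 25.6. Its near-identical neighbours in the chalcone synthase family could share reads with it. The 44 glutathione transferases had a median of 0.53 (camera, adjusted p = 0.00628; fry, adjusted p = 0.0654).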

The response to chitin, respiratory burst, and hypersensitive response all indicate a strong biotic stress response induced by 40 min of sucrose. Interestingly, ROS production (as in respiratory burst) can also be involved in abiotic stress responses [47].

To further analyze the possible involvement of ROS signaling in response to sucrose, we took a closer look at class III peroxidases (PERs), which can be involved in signaling pathways in response to both biotic and abiotic stresses [48]. 

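By symbol, 6 class III peroxidases were expressed enough to be tested. At 20 min 2 of them had a log2 fold change of at least 1 with an unadjusted p under 0.05, and 0 passed adjustment over all genes (limma with Benjamini-Hochberg adjustment). Ep on chromosome 9 had a log2 fold change of 3.10 (standard error 0.68, adjusted p = 0.0629) and POD on chromosome 2 of 2.41 (standard error 0.62, adjusted p = 0.0952). The median over the 6 genes was 0.56 at 20 min (camera, adjusted p = 0.151; fry, adjusted p = 0.0329).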

We found no PERs significantly induced at 20 min of sucrose treatment. However, at 40 min of sucrose, 18 PERs were significantly upregulated; the ten most highly upregulated peroxidase genes are shown in Table S1. 

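At 40 min 3 of the 6 peroxidases recognised by symbol had a log2 fold change of at least 1, and all 3 passed adjustment over all genes. The FPKM of Ep (chromosome 9, 1784353 to 1787520) was 7.11 ± 3.66 (SD, n = 3) at t0, 91.4 ± 89.0 at t20 and 101 ± 57.3 at t40, a log2 fold change of 3.61 (standard error 0.68, adjusted p = 0.00645 from limma with Benjamini-Hochberg adjustment). POD (chromosome 2, 28873568 to 28875910) rose from 2.57 ± 1.52 to 23.5 ± 24.5 and 39.7 ± 19.4, with a log2 fold change of 3.49 at 40 min (standard error 0.62, adjusted p = 0.00513). As a set, the peroxidases had an adjusted p of 0.0533 with camera and 0.00443 with fry at 40 min.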

ROS signaling, in turn, can involve calcium-binding proteins and kinases. GO terms related to calcium signaling, such as Ca^2+^ binding, were enriched among genes upregulated after 40 min of sucrose treatment (corrected *p*-value 0.0001). 

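Of 12 calcium signaling genes recognised by symbol, 5 had a log2 fold change of at least 1 with an unadjusted p under 0.05 at 40 min, and 3 of the list did so at 20 min. All 5 passed adjustment over all genes at 40 min, and 0 did at 20 min. The annexin ANN11 (chromosome 15, 45649285 to 45652244) had an FPKM of 0.26 ± 0.26 (SD, n = 3) at t0, 6.45 ± 8.16 at t20 and 12.6 ± 5.8 at t40. Its log2 fold change was 3.36 at 40 min (standard error 0.64, adjusted p = 0.00684 from limma with Benjamini-Hochberg adjustment). The calmodulin SCAM-4 (chromosome 10) rose from 3.34 ± 1.29 to 11.4 ± 8.2 and 19.2 ± 7.4, with a log2 fold change of 2.19 at 40 min (standard error 0.44, adjusted p = 0.00895). As a set the 12 genes had a median of 0.81 at 40 min (camera, adjusted p = 0.185; fry, adjusted p = 0.0485). Of 53 genes of the IQD family, whose products bind calmodulin, 6 rose and 2 fell at 40 min, and IQD25 had a log2 fold change of 2.40 (standard error 0.28, adjusted p = 0.00108).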

We identified 45 genes putatively involved in Ca^2+^ signaling that were upregulated at t40, six of which were already upregulated at t20; the ten most highly upregulated genes in this category are shown in Table S2.

## 3. Discussion

### 3.1. RNA-Seq to Unravel the Regulatory Network in Response to Sucrose

Sucrose can act both as a signal and as a carbon source. Sucrose, transported via phloem from the shoot to the roots, has been identified as a long-distance signal for various nutrient deficiencies, including P_i_ [13,14], Fe [15], sulfur [20], and nitrogen [21]. It is worth pointing out that sucrose signaling is different from sucrose being reallocated as a carbon source, which is found only under certain nutrient deficiencies (P_i_ and N) [23] and is not addressed in our study.

RNA-seq proved useful as a high-throughput method to look at the global effect of sucrose on gene expression in order to unravel the regulatory network that is activated by the increase of sucrose in roots. Our results reveal a complex regulatory network, including a high proportion of transcription factors and members of signal transduction pathways, which we will discuss below in more detail.

As we are particularly interested in key regulators, we analyzed our data for differentially expressed transcription factors. Of the transcription factors upregulated in this study, WRKY, ERFs (ethylene response factor), and MYB were the three largest groups. Members of these families of transcription factors are known to play critical roles in regulating plant growth, development, and stress responses. Several studies have shown that members of these families of transcription factors are involved in mediating sucrose signaling in plants. AtWRKY20 and AtMYB75 have been identified as upstream regulators controlling sucrose-responsive genes (reviewed by [7]). Our study identified several transcription factors induced after 20 min and more than hundred transcription factors induced after 40 min of sucrose, providing insights into the regulatory networks that govern plant responses to sucrose signaling. We found that the most frequent families among upregulated TFs are WRKY, ethylene response factors, MYB14, MYB30, WRKY41, and WRKY33, and basic helix-loop-helix, with MYB and WRKY representing the most highly upregulated transcription factors.

### 3.2. ROS and Ca^2+^ Signaling Act Downstream of Sucrose

GO (gene ontology) analysis revealed that genes involved in the production of reactive oxygen species and intracellular signaling were highly enriched categories. Several class III peroxidases, calcium-dependent protein kinases (CDPKs), and calcium-binding proteins were upregulated after 20 min, and many more after 40 min of sucrose treatment. ROS signaling is a known response to biotic and abiotic stresses, such as salinity, heavy metals, and nutrient deficiency [47,49]. ROS can be generated by various enzymatic pathways, including NADPH oxidases and class III peroxidases, which can act as ROS producers or consumers [50]. ROS functions in concert with other important second messengers, specifically Ca^2+^, which in turn is part of Ca^2+^ signaling via activation of calcium-dependent protein kinases (CDPKs) and calcium-binding proteins, such as calmodulins [51,52]. The fact that some class III peroxidases and proteins involved in Ca^2+^ signaling were upregulated after 20 min and many more after 40 min of sucrose treatment suggests that both ROS (reactive oxygen species) and Ca^2+^ signaling pathways are triggered by sucrose and thus act downstream of sucrose signaling.

### 3.3. Sucrose Activates Plant Hormone Signaling

The two most highly upregulated genes at 20 min of sucrose exposure were auxin response factor 9 (ARF9, an auxin-induced transcriptional regulator) and aminopeptidase M1, which has been shown to be involved in polar auxin transport [39]. 

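The values of Table 2 for both genes are those of single transcripts. At the ARF9 gene (LOC100803911, chromosome 1, 35187514 to 35192417) the matched transcript was assembled from the reads and has 14 exons and no annotated name. Its FPKM was 2.26 ± 0.70 (SD, n = 3) at t0, 64.1 ± 20.7 at t20 and 82.1 ± 8.1 at t40. The annotated transcript with 14 exons, which ends at 35192417 in place of 35192396, fell from 42.0 ± 10.2 to 1.81 ± 2.02 and 0.87 ± 0.29. The sum over the 5 transcripts of the gene was 56.1 ± 11.2 at t0, 102 ± 33.8 at t20 and 115 ± 5.13 at t40. This is a log2 fold change of 0.81 at 20 min (standard error 0.27, adjusted p = 0.173 from limma with Benjamini-Hochberg adjustment) and 1.04 at 40 min (standard error 0.27, adjusted p = 0.0236). At 20 min it passed in 1 of 9 fits that left out one library, without library 5, with 1.12 and an adjusted p of 0.0118, and over all settings other than leaving out a library the adjusted p was 0.164 to 0.731. At 40 min it stayed under 0.05 in 4 of 9 fits that left out one library. At the aminopeptidase M1 gene (LOC100811437, chromosome 4, 4332367 to 4338900) the matched transcript with 19 exons rose from 0.11 ± 0.05 to 19.5 ± 5.0 and 16.6 ± 7.0. The annotated transcript with 20 exons fell from 22.0 ± 1.5 to 12.4 ± 3.5 and 10.7 ± 1.8. The sum over the gene's 4 transcripts was 24.6 ± 1.7, 33.6 ± 3.1 and 29.6 ± 3.6. Its log2 fold change was 0.43 at 20 min (standard error 0.16, adjusted p = 0.22) and 0.25 at 40 min (standard error 0.16, adjusted p = 0.281).

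**Figure D3:**
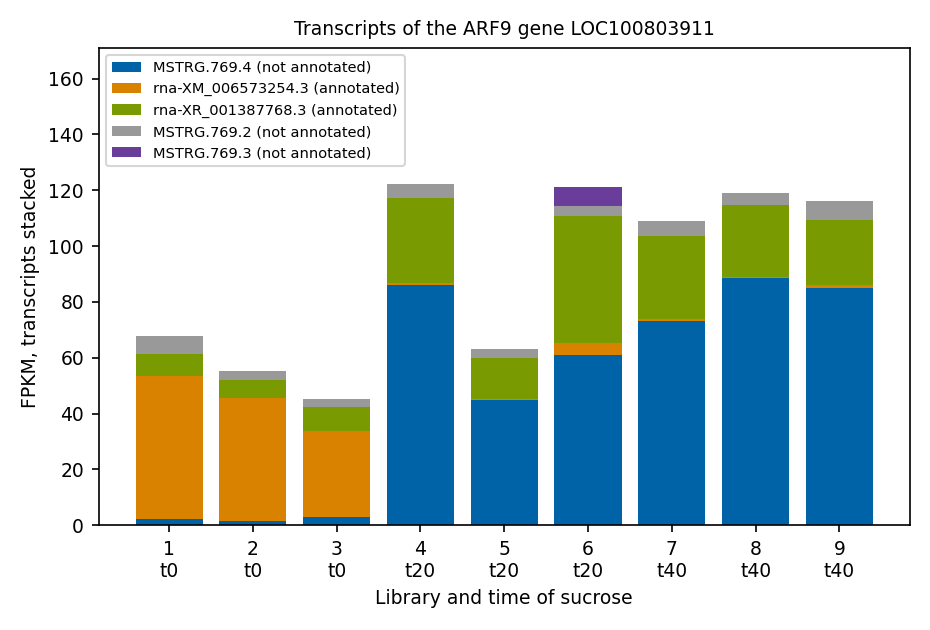
FPKM of the 5 transcripts of the ARF9 gene in each of the 9 libraries, stacked on the y axis, with library number and time of sucrose on the x axis and a colour for each transcript. The assembled transcript of 14 exons takes the place of the annotated one with 14 exons in the sucrose libraries, and the whole bar, the gene sum, changes less.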

Auxin is known as an important mediator acting downstream of sucrose in response to multiple nutrient deficiencies. For example, increased sucrose accumulation has been shown to regulate Fe-deficiency responses in Arabidopsis by promoting auxin signaling [15].

Salicylic acid and jasmonic acid signaling were among the significantly enriched categories at 40 min of sucrose. Both hormones are known to play important roles in ROS signaling, as they are involved in the regulation of ROS production and scavenging in response to biotic and abiotic stresses [53]. These data indicate that plant hormone signaling, particularly auxin, jasmonic acid, and salicylic acid, is involved in the immediate plant responses to sucrose.

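Of 34 auxin genes recognised by symbol, 5 rose and 1 fell by at least 1 on the log2 scale at 40 min, and 0 did at 20 min. Their median log2 fold change was -0.07 at 20 min and -0.17 at 40 min, and the list did not differ from other genes at either time (camera, adjusted p = 0.33 and 0.457). LAX3 on chromosome 3 rose from an FPKM of 7.59 ± 0.93 (SD, n = 3) at t0 to 13.1 ± 5.1 at t20 and 20.6 ± 2.8 at t40. The auxin gene LOC100802041 on chromosome 19 fell from 15.7 ± 3.7 to 9.09 ± 3.92 and 5.81 ± 1.13. The 15 genes of jasmonate and wounding had a median of 0.72 at 20 min (camera, adjusted p = 0.0011; fry, adjusted p = 0.0329) and 1.44 at 40 min (camera, adjusted p = 9.2e-05; fry, adjusted p = 0.00443). LOX7 on chromosome 13 had a log2 fold change of 2.85 at 20 min (standard error 0.41, adjusted p = 0.0316 from limma with Benjamini-Hochberg adjustment) and 3.02 at 40 min (standard error 0.41, adjusted p = 0.00162). At 20 min it passed in 2 of 9 fits that left out one library, with a highest adjusted p of 0.11 without library 6. AOS2 on chromosome 17 rose from 5.27 ± 1.70 to 21.4 ± 13.5 and 72.3 ± 26.9.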

### 3.4. Sucrose May Mediate Crosstalk between Biotic and Abiotic Stresses

Crosstalk is the somewhat surprising phenomenon of plants not only responding to a specific stress but also to other stresses they do not experience at this point [54,55,56]. Because sucrose is a signal of various abiotic stresses, including multiple nutrient deficiencies [21], we speculate that sucrose may be responsible for the reported cross-talk between plant responses to various nutrient deficiencies. Supporting this hypothesis, we found several genes involved in nitrogen and sulfur assimilation among our top upregulated genes in response to 20 min of sucrose. In addition, our findings reveal that sucrose may also mediate crosstalk between biotic and abiotic stresses, as genes involved in both stress types were enriched among sucrose-responsive genes.

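The ferredoxin-A value of Table 2 matched a transcript of LOC100813636 with 1 exon (chromosome 5, 35926044 to 35927653), with an FPKM of 0.01 ± 0.00 (SD, n = 3) at t0, 17.2 ± 1.2 at t20 and 10.5 ± 0.6 at t40. Its gene identifier also joins transcripts of LOC100780276 that start at the same base. The sum had a log2 fold change of 1.25 at 20 min (standard error 0.17, adjusted p = 0.0304 from limma with Benjamini-Hochberg adjustment), and passed in 2 of 9 fits that left out one library. The RESPONSE TO LOW SULFUR 3 genes have 1 transcript each. LOC100820369 on chromosome 4 rose from 2.11 ± 1.25 to 40.3 ± 22.3 and was 17.9 ± 7.6 at t40, with a log2 fold change of 3.60 at 20 min (standard error 0.49, adjusted p = 0.0304). LOC100813653 on chromosome 6 rose from 7.06 ± 6.91 to 73.5 ± 40.6 and was 30.2 ± 6.3 at t40, with 3.36 at 20 min (standard error 0.56, adjusted p = 0.038). Both kept an adjusted p under 0.05 at 20 min in 2 of 9 fits that left out one library, with a highest value of 0.11 and 0.135. Among 6 nitrate assimilation genes recognised by symbol, 2 rose at 20 min and 3 at 40 min. NIR on chromosome 2, the 1 gene of the list past adjustment at 20 min, rose from 14.8 ± 3.5 to 109.5 ± 36.1 and was 72.0 ± 18.6 at t40. Its log2 fold change was 2.77 at 20 min (standard error 0.30, adjusted p = 0.0212) and 2.21 at 40 min (standard error 0.30, adjusted p = 0.00177). At 20 min it passed in 6 of 9 fits that left out one library, with a highest adjusted p of 0.104 without library 4, and over the other alternatives the adjusted p was 0.0157 to 0.731. Without library 2, 4 or 6 no gene of all tested passed at 20 min with an absolute log2 fold change of at least 1. INR2 on chromosome 6 rose from 33.8 ± 31.4 to 135 ± 62.4 and 145 ± 26.0. NRT2 on chromosome 13 had 10.9 ± 8.8, 44.7 ± 57.1 and 114 ± 29.5. As a set they had an adjusted p of 0.132 at 20 min and 0.0611 at 40 min with camera, and 0.179 and 0.0485 with fry. Of 9 sulfate assimilation genes 2 rose at each time, with a median of 0.10 and 0.05 (camera, adjusted p = 0.336 and 0.611). With median-ratio scaling the median at 40 min was -0.03. OAS-TL2 on chromosome 20 rose from 0.25 ± 0.28 to 3.08 ± 1.85 and 1.95 ± 0.71.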

Taken together, our results provide insights into transcriptional regulators, ROS- and Ca^2+^-dependent signaling, as well as hormonal responses, that are all activated by sucrose. In the future, it will be interesting to look at even earlier time points to find the earliest key regulators responding to sucrose signaling. In addition, quantitative phosphoproteomics could be used to identify members of the signal transduction pathways activated in response to sucrose, as some of these are differentially phosphorylated rather than differentially expressed.

## 4. Materials and Methods

### 4.1. Seed Germination, Treatments, and Harvest

*Glycine max* cv. Williams 82 seeds (friendly gift from John Harada and Julie Marie Pelletier, UC Davis) were sterilized by shaking for 4 min in 10% bleach, followed by 6 rinses with autoclaved water. Agar plates were prepared with 0.6% agarose in petri dishes, and seeds were placed on the agar plates, covered with aluminum foil, and incubated at 27 °C. After about 4 days, once the radicle reached 3 to 5 cm in length, germinated seeds were transferred to containers containing about 850 mL of half-strength Hoagland nutrient solution [57] and were grown for 4 weeks; the Hoagland solution was changed every 4 days. The growth chamber conditions were maintained at ~27 °C with a light cycle of 16 h [58]. For sucrose treatment, 8.5 mL of 1 M sucrose (prepared in a half-strength Hoagland solution) was added directly to the hydroponic solution for a final concentration of 10 mM sucrose.

Harvesting occurred at 0 min (control) and after 20 min and 40 min of sucrose addition. To enable statistical data analysis, all-time points were performed in 3 biological replications (3 plants). Per plant, about 100 mg of root tip sections (~2 cm) were harvested in liquid nitrogen and immediately stored at −80 °C.

### 4.2. RNA Isolation and Quality Check

RNA from frozen root samples was isolated using the RNeasy Plant Mini kit (Qiagen), following the protocol for “Purification of Total RNA from Plant Cells and Tissues, and Filamentous Fungi”. The Qubit 4 Fluorometer (Thermofisher Scientific, Waltham, MA, USA) was used in conjunction with RNA-High Sensitivity and RNA IQ assays to assess both the quantity and quality of each sample. To assess quality, the Qubit RNA IQ assay represents the ratio of large and/or structured RNA to small RNA in the sample. A low score indicates that the sample consists mainly of small RNA, while a high score indicates that the sample consists mainly of large and/or structured RNA. An RNA IQ score of 8 or higher represents good quality RNA; we only used samples with an RNA IQ score of 8 or greater for RNA sequencing.

### 4.3. cDNA Library Preparation and RNA-Sequencing

Using the Stranded mRNA Kit (Illumina, Foster City, CA, USA), we converted the extracted RNA to cDNA, following the manufacturer’s instructions. Unique dual barcoding for each cDNA library was performed using the IDT for Illumina RNA UD Indexes Set A (Illumina).

Quantity and quality of cDNA libraries were assessed via TapeStation (Agilent, Santa Clara, CA, USA), and remaining adaptors were cleaned up where necessary using AMPure XP magnetic beads (New England Biolabs, Ipswich, MA, USA at a ratio of 1 volume of DNA to 0.8 volumes of beads.

Exact quantification, pooling, and sequencing of the nine barcoded cDNA libraries were performed by QB3 (the Institute for Quantitative Biosciences at UC Berkeley, CA, USA). Sequencing of the pooled cDNA libraries was performed on one flowcell lane on the Illumina Nova-Seq6000 150PE (paired-end) next-generation sequencing platform.

### 4.4. RNA-Seq Data Analysis

Illumina Conversion Software bcl2fastq2 (v2.20) was used to demultiplex the obtained sequencing data and to convert base call files into FASTQ files.

We transferred demultiplexed FastQ files containing 485.64 million reads from the QB3 server to our storage allocation at the EXPANSE supercomputer housed at SDSC (San Diego Supercomputer Center, CA USA). We checked sequence quality using FastQC (https://qubeshub.org/resources/fastqc, accessed on 1 August 2022). Next, we removed adaptors and any low-quality sequences with TRIMMOMATIC Version 0.32 [59]. The quality of the sequences was again checked by FastQC to ensure TRIMMOMATIC properly removed all adaptors and low-quality regions. Then all paired RNA-seq reads were mapped with HiSat2 [34] to the *G. max* reference genome [36], which has been reannotated in 2021 (RefSeq assembly accession: GCF_000004515.6_Glycine_max_v4.0, annotation date 3 October 2021). After initial mapping, we used StringTie [35] for transcript assembly.

### 4.5. Differential Expression Analysis

We used the prepDE.py3 script (http://ccb.jhu.edu/software/stringtie/dl/prepDE.py3, accessed on 20 October 2022) to extract two csv (comma separated value) files with transcript and gene count information. These files were explored further in RStudio. The normalized expression data FPKM (fragment per kilobase and million) was extracted using the R package Ballgown, which allows spliced transcriptome assembly for differential expression analysis [37]. To include DEGs (differentially expressed genes) with expression below detection under some conditions (circumventing the problem of not being able to divide by 0), a small FPKM value of 1 was added to all FPKM data points.

To identify DEGs, we set a threshold of log2FC (fold change) ≥ 1.5 or ≤1.5 and a *p*-value < 0.05. The corresponding LOC gene IDs were mapped to GLYMA IDs using the rentrez package (Entrez in R, v. 1.2.3; http://cran.nexr.com/web/packages/rentrez/ accessed on 2 November 2022), which is an R-based package provided by NCBI. The terms were mapped by querying the LOC IDs in the NCBI gene database, then parsing the GLYMA IDs from the locus tag of the gene from its summary.

DESeq2 was used to generate MA (mean average) and PCA (principal component analysis) plots [60]. Heatmaps of FPKM data were generated by gplots (https://cran.r-project.org/web/packages/gplots/index.html, accessed on 15 November 2022). Enrichment analysis of GO terms was performed on DEGs using the GO term enrichment tool (https://www.soybase.org/tools.php, accessed on 2 March 2023) on SoyBase [61,62].

## 5. Conclusions

In conclusion, our RNA-seq analysis revealed that short-term exposure of roots to sucrose activates multiple signaling pathways, including ROS, Ca^2+^, and hormone signaling. As sucrose induces responses to both biotic and abiotic stresses, we further conclude that sucrose acts as a mediator of crosstalk between biotic and abiotic stresses. Understanding the mechanisms of sucrose signaling in plants is important for developing strategies to improve plant productivity under biotic and abiotic stresses.

## Figures and Tables

**Figure 1:**
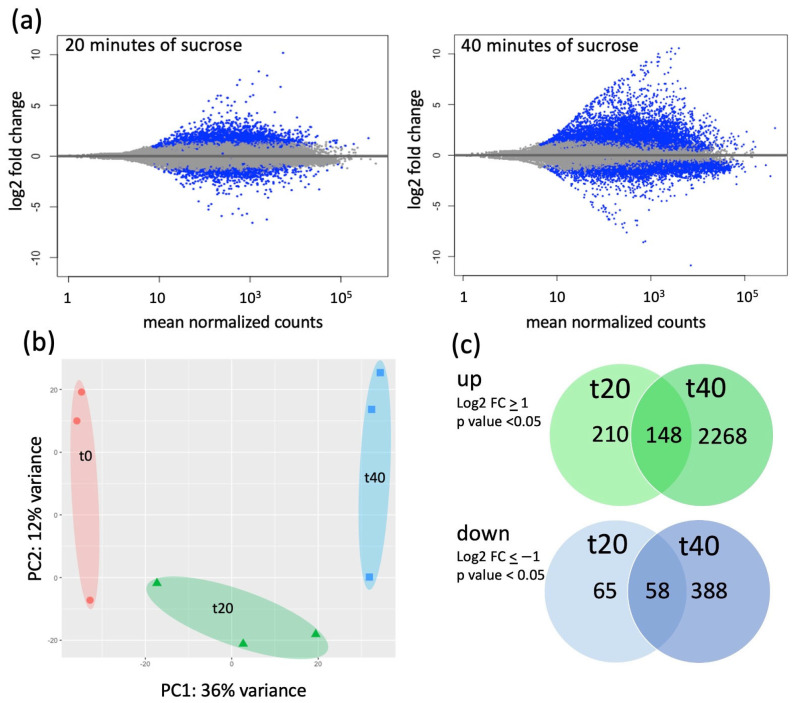
(**a**) MA (mean average) plot of log2 FC against normalized sequence counts at 20 min (t20) and 40 min (t40) of sucrose treatment, each compared to t0 (no-sucrose control). To reduce background noise, shrinkage of the effect size was applied before visualization. Values of padj (adjusted *p*-value) ≤0.01 in the DESeq2 gene expression analysis are shown in blue. (**b**) PCA plot of the three biological replications representing differences between both time points (20 min, 40 min) and control (t0). (**c**) Venn diagram: significantly up-regulated DEGs in t20 and t40 with a *p*-value < 0.05 and a log2 FC ≥ 1 are represented on top (green), and significantly down-regulated genes in t20 and t40 with a *p*-value < 0.05 and a log2 FC ≤ 1 are represented on the bottom (blue).

**Figure 2:**
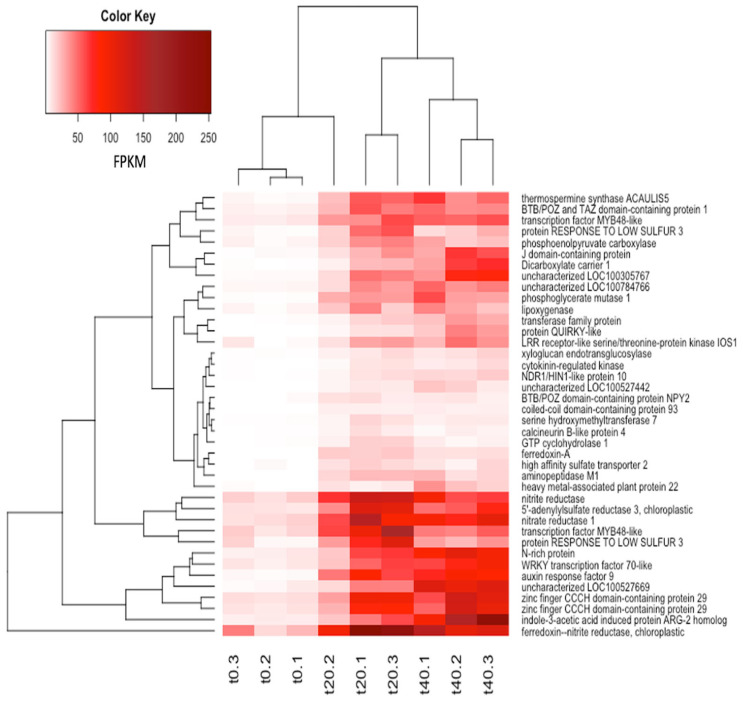
Heatmap of the top 40 up-regulated genes in both t20 and t40 (sorted for t20) across biological replications. Shown are the relative numbers of normalized reads in FPKM for the three biological replications: t0 (control), t20, and t40.

**Figure 3:**
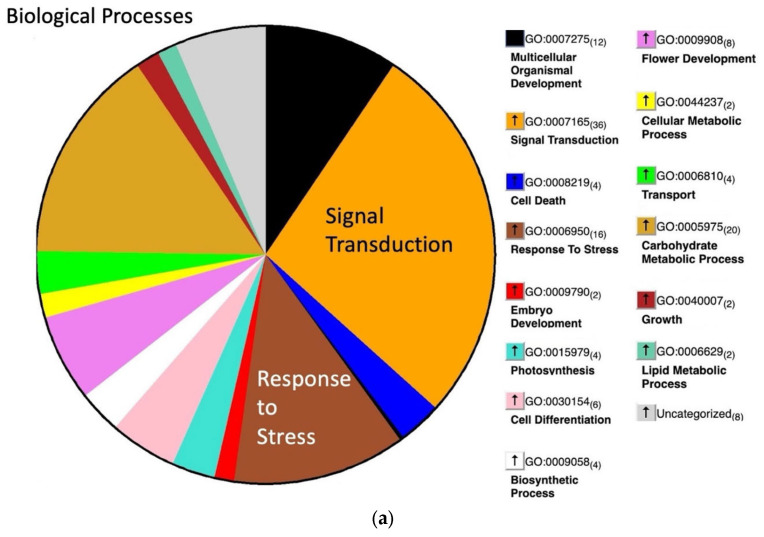

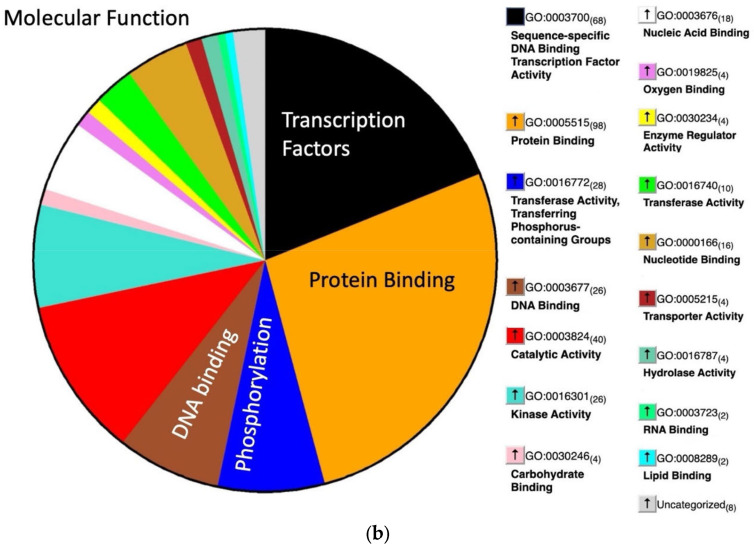
GO analysis of biological processes (**a**) and molecular functions (**b**) among highly upregulated genes (Log2FC > 3, *p*-value < 0.05) at t40.

**Table 1:** Number of paired sequences for each of the nine cDNA libraries.

cDNA Library, Biological Replicate (Rep)	Number of Paired Sequences (in Millions)	Overall Mapping Alignment Rate
Control (t0), rep 1	24.9	94.96%
Control (t0), rep 2	26.5	89.61%
Control (t0), rep 3	40.6	93.34%
20 min sucrose (t20), rep 1	24.2	92.29%
20 min sucrose (t20), rep 2	47.3	91.00%
20 min sucrose (t20), rep 3	33.1	93.34%
40 min sucrose (t40), rep 1	19.5	87.91%
40 min sucrose (t40), rep 2	26.7	81.77%
40 min sucrose (t40), rep 3	16.9	80.44%

**Table 2:** Ten most highly upregulated genes after 20 min (t20) and 40 min (t40) of sucrose, sorted for t20.

Annotation/ *G. max* ID (if Available)	Description	t20		t40	
		Log2FC	*p*-Value	Log2FC	*p*-Value
**auxin response factor 9** (**ARF9**)/transcriptional regulator	potential mediators of auxin signaling in response to biotic and abiotic stress [38]	4.3	0.007	4.7	6.92 × 10^−5^
**aminopeptidase M1**/ GLYMA.04G053300	metallopeptidase, involved in polar auxin transport [39] and root hair development [40]	4.2	0.003	4.0	0.015
**ferredoxin-A**/ GLYMA.05G168400	in roots, part of nitrogen assimilation via ferredoxin-nitrite reductase (NiR) [41]	4.2	0.00002	3.5	6.76 × 10^−6^
**phosphoglycerate mutase 1**	enzyme of glycolysis, induced by sucrose and auxin [42]	4	0.00016	4.4	0.014
**RESPONSE TO LOW SULFUR 3**/GLYMA.04G225500	function still unknown; possible transcriptional regulator involved in plant responses to environmental challenges [20]	3.7	0.041	2.6	0.023
LOC100305767/ GLYMA.08G158100	uncharacterized	3.6	0.043	4.6	0.014
**thermospermine synthase** ACAULIS5/ GLYMA.14G099200	involved in the synthesis of thermospermine, which may act as a plant growth regulator [43]; some thermospermine synthases are regulated by plant stress hormones [44]	3.6	0.020	3.9	0.005
**Dicarboxylate carrier 1**, transporter of organic acids	may shuttle malate between the cytosol and mitochondria; induced in Fe-deficient roots [45]	3.5	0.049	5.1	0.012
**J domain**-containing protein/ GLYMA.08G074200	co-chaperones of Hsp70s (heat-shock proteins), likely involved in growth, development, and stress response [46]	3.2	0.045	4.3	0.014
**RESPONSE TO LOW SULFUR 3**/ GLYMA.06G139300	function still unknown; possible transcriptional regulator involved in plant responses to environmental challenges [20]	3.2	0.049	2.0	0.013

**Table 3:** Ten most highly upregulated transcription factors (log2FC > 1.5, *p*-value < 0.5, indicated in bold) at t40. Data for t20 are also shown; while not statistically significant, some trends of upregulation can already be observed at 20 min of sucrose exposure.

Annotation	*G. max* ID (if Available)	t20		t40	
		log2FC	*p*-Value	log2FC	*p*-Value
MYB14	GLYMA.06G300200	3.8	0.099	**6.3**	**0.018**
WRKY41	GLYMA.05G215900	4.6	0.054	**5.7**	**0.007**
MYB30	GLYMA.06G300100	2.4	0.112	**5.6**	**0.034**
WRKY33	GLYMA.03G042700	3.2	0.076	**5.1**	**0.003**
MYB30	GLYMA.12G104800	2.4	0.114	**4.6**	**0.015**
WRKY SUSIBA2		2.4	0.103	**4.5**	**0.002**
ERF 13	GLYMA.03G111700	1.2	0.116	**4.1**	**0.045**
MYB13	GLYMA.12G104600	1.3	0.118	**4.1**	**0.045**
ERF098-like	GLYMA.10G036600	1.3	0.179	**3.9**	**0.00003**
WRKY40	GLYMA.07G023300	2.1	0.073	**3.7**	**0.017**

**Table 4:** Top fifteen enriched GO categories among genes upregulated at 40 min of sucrose treatment.

GO Term	Expressed GO	Expected Expression	Genome GO Count	Corrected *p*-Value *
response to chitin	183	51	1135	4 × 10^−50^
respiratory burst involved in defense response	91	19	420	1.8 × 10^−34^
regulation of plant-type hypersensitive response	122	46	1019	7 × 10^−21^
protein targeting the membrane	122	46	1020	7.6 × 10^−21^
salicylic acid-mediated signaling pathway	76	21	458	7.9 × 10^−21^
negative regulation of programmed cell death	82	24	525	8.4 × 10^−21^
intracellular signal transduction	76	22	479	1.3 × 10^−19^
response to wounding	119	46	1031	5.1 × 10^−19^
negative regulation of the defense response	97	34	766	5 × 10^−18^
MAPK cascade	78	26	575	5.6 × 10^−16^
ethylene biosynthetic process	50	12	270	2.7 × 10^−15^
jasmonic acid-mediated signaling pathway	94	36	800	3 × 10^−15^
defense response to fungus	104	42	941	4.7 × 10^−15^
systemic acquired resistance	85	31	688	5.5 × 10^−15^
salicylic acid biosynthetic process	79	29	653	2.56 × 10^−13^

* Bonferroni correction (Fisher test *p*-value multiplied by number of GO terms in gene list of interest).

## Data Availability

The raw data and processed FPKM data for all samples of this RNA-seq experiment are openly accessible through the NCBI GEO Series accession number GSE228888. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228888, submitted 3 April 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12112117/s1, Figure S1: Heatmap of the 40 most down-regulated genes after 20 min and 40 min of sucrose treatment (sorted for t20) across biological replications, Table S1: Ten most highly upregulated class III peroxidases after 40 min of sucrose treatment, Table S2: Ten most highly upregulated genes involved in calcium signaling after 40 min of sucrose treatment.

How the deposited data were processed for this re-analysis (not part of the article)

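Soybean plants grown for 4 weeks in nutrient solution received 10 mM sucrose, and root tips were harvested at 0, 20 and 40 min from 3 plants each. The authors sequenced 9 libraries, trimmed the reads with TRIMMOMATIC, aligned them with HiSat2 to the reference genome, assembled transcripts with StringTie and extracted values with Ballgown. The deposited table gives for each transcript and library the FPKM, which the authors' tools scaled by transcript length and library size. The authors used DESeq2 for their MA and PCA plots on read counts, which were not used here. FPKM values are not counts, so no count model was fitted.

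The columns name the time of sucrose but give no replicate number, so the libraries are called by the numbers 1 to 9 in the deposited table and no library was paired with another. A further 9 columns of values per library, which hold coverage, could not be matched to single samples. They had been read for depth before this was settled. What they showed is told once, without values, beside the isoform shares in the closing section, since it bears on that result, and no value given here comes from them. Depth is otherwise taken for each time from Table 1 of the paper, where it was lowest at 40 min, so a low FPKM rests on fewer reads there.

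The FPKM of all transcripts with one gene identifier were summed. Genes with an FPKM of at least 1 in at least 3 of the 9 libraries were tested, 32763 in all. After adding 1 and taking log2, limma 3.58.1 in R 4.3.3 was fitted to all 9 libraries (lmFit, eBayes with a variance trend), with contrasts of t20 and t40 against t0 and of t40 against t20. Genes count as changed with an absolute log2 fold change of at least 1 and an unadjusted p under 0.05, as in Fig. 1c of the paper, and with 1.5 for transcription factors. A second count asks for a Benjamini-Hochberg adjusted p under 0.05. In simulated data with 200 changed genes among 32763, the fit recovered 162 of them (81%) and called 8 unchanged genes at 40 min and 0 at 20 min. The changed genes all had one preset size of change, larger than the threshold, and genes of low expression were not among them. Noise was independent between genes, so these rates hold for that setting only. Groups of 3 libraries allow 10 splits, so the share of splits with a result as large is never under 0.1.

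Gene lists were to be made from words in gene descriptions. The deposited table and the reference hold none, so 25 lists were made from gene symbols, before any test of them was run. Lists of phenylpropanoids, phosphate starvation, sugar transport, aquaporins, cysteine-rich receptor kinases and glutathione transferases were added once the symbols had been seen. Most genes carry a LOC number as symbol and fall in no list. Lists were tested with camera (preset correlation 0.01), with fry and with camera using an estimated correlation, each adjusted over 50 tests. Chance levels for the overlap of both times come from 20 simulations with noise drawn independently for each gene.

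Genes named in the text are those of the paper's Tables 2 and 3, the 5 largest rises and falls at each time among genes past adjustment with no overlap of treated and control libraries and a mean FPKM of at least 1, and up to 3 genes of each list. Rows of Tables 2 and 3 were matched to transcripts by their values, so transcript values equal those of the paper by construction. For the 10 genes with more than 1 transcript the sum adds other transcripts to the matched one. For the other 10, 6 in Table 2 and 4 in Table 3, the gene sum is the matched transcript itself. Gene names that the deposited table shows as dates were replaced by the gene identifier.

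Alternatives were other pseudocounts (0.1 and 0.5), other filters, quantile and median-ratio scaling, fits of only the groups compared, a fit without variance trend, nested linear models with a library size covariate, unequal variances on untransformed FPKM, other thresholds, single transcripts, and leaving out each library in turn. The GO enrichment of the paper was not repeated, since GO annotation was not used here. The paper's Tables S1 and S2 and Figure S1 were not used here.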

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

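The tests in this part were chosen before their results were seen, but the genes that fell back were named afterwards. With 3 libraries in each group a comparison of 2 times has 10 splits, so how often other splits give as many genes can never fall under 0.1. As many genes as in the real split were found in 1 of the 10 splits, the real one, for the genes up at 20 min, up at 40 min and down at 40 min, for the genes past an adjusted p of 0.05 at 20 min and at 40 min, for the transcription factors up at 20 and at 40 min, for the peroxidases and for the calcium signaling genes. The up and down counts of a split were each the larger of its 2 directions, since either group can stand as the control. For the genes down at 20 min 3 of the 10 splits, the real one included, gave as many. For the transcription factors down at 40 min 2 did. Real falls were thus set against the larger direction of each split, which weighs against the falls. This test alone therefore leaves a random arrangement of libraries open. The separation of the 3 times argues against it for the 9 libraries as a whole, with p = 0.00357 in the exact permutation test over 280 divisions of the libraries, the smallest p they can give, but it does not decide on any one comparison. The median over the 10 splits at 40 min, in the larger direction, was 84 genes, against 3819 up and 1345 down. For genes past adjusted p it was 0 against 4585. All 3 libraries lay on one side of all controls for 47.3% of genes, against 10% by chance. At 20 min the median in the larger direction was 216 genes, against 1748 up and 417 down, and 18.3% of genes did not overlap. Since the larger direction was taken, this cannot tell how far the genes down at 20 min stand apart from other splits.

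Some genes also differed between the 2 times of sucrose. Between 40 and 20 min 444 genes passed an adjusted p of 0.05 with an absolute log2 fold change of at least 1 (limma with Benjamini-Hochberg adjustment), and 1 of the 10 splits of the 6 libraries, the real one, gave as many. Since this share can never fall under 0.1, a random arrangement of these 6 libraries stays open. The number also rested on single libraries. Without library 8 or library 9 the number was 0, with 1243 genes up and 139 down at an unadjusted p under 0.05 without library 8, and 1268 and 289 without library 9. Without library 4 it was 1302. The t20 libraries were unlike each other, so a difference in how far each plant had responded at 20 min may enter this count. A longer time of sucrose remains open as a biological explanation.

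Smaller sets moved back. Of the genes down at 20 min, 2 rose again by 40 min, with both changes past an adjusted p of 0.05. Of the genes up at 20 min, 4 fell again by 40 min, with both changes past an adjusted p of 0.05. These were LOC100809945, LOC100802138, RCAALPHA and LOC732655, named here after their values were seen. Their mean FPKM at 20 min was 3.57, 4.97, 4.44 and 5.65, and at 40 min 0.755, 0.716, 0.235 and 0.0253. Both changes of a gene use the same t20 libraries, so extreme values there by chance can give both. Without library 8 or 9, 0 genes passed between 40 and 20 min. Without library 2, 4 or 6, 0 genes passed at 20 min, so neither set remained in these fits. The photosynthesis list, with 8 genes, had a median log2 fold change of 1.47 at 20 min (camera, adjusted p = 3.82e-05; fry, adjusted p = 0.0717) and of -1.29 between 40 and 20 min (camera, adjusted p = 5.89e-06; fry, adjusted p = 0.102). At 20 min 7 of the 8 were up, and 1 passed adjustment over all genes. No explanation of this pattern was tested.

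For 7 other lists the change between 40 and 20 min was itself past an adjusted p of 0.05 with camera over 25 lists. The median log2 fold change was 0.258 for transcription factors, 0.656 for WRKY, 0.345 for MYB, 0.627 for jasmonate and wounding, 0.643 for phenylpropanoids, 0.667 for phosphate starvation and 0.872 for cysteine-rich receptor kinases. None of them passed with fry, where the lowest adjusted p of these was 0.0919, or with an estimated correlation. The number of lists past adjusted p against the control, 21 of 50 tests, was reached in 11 of 100 arrangements of the 9 libraries drawn with the real one among them. Correlation between genes of a list could give as many. Other arrangements can also still set sucrose libraries against controls. This test thus cannot decide whether the list results go beyond a random arrangement of libraries.

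Assembled loci without an annotated gene also changed. The paper mentions such genes in its count of genes found, but gives no number of them that changed with sucrose. Of 1279 tested, 184 were up at 40 min and 58 down, and 157 of those up passed an adjusted p of 0.05. They were 14.4% of such loci, against 11.5% of annotated genes. Values near the lower limit are not the whole explanation, since 44 of the loci past adjusted p had a mean FPKM of at least 5. Whether the loci are extensions of nearby genes was not tested. A response to sucrose and a difference between the plants harvested at each time stay open, and this may be read only as a hypothesis, since the value of 44 was found in the same data.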

How the results depend on the processing

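No test of this part was chosen after its result was seen except the 2 settings named last. No paired analysis was possible because the columns of the deposited table carry no replicate number, so the replicate block set before the data were examined was not run. A list restricted to genes named as transcription factors was not run either, since there are no gene descriptions. The direction of the 3 main results, more genes at 40 than at 20 min, more up than down at 40 min, and separation of the times, counted at an unadjusted p, held under all alternatives that were run for them. The cause was not tested for any change below unless it is given.

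A pseudocount of 0.1 gave 2638 genes up and 673 down at 20 min, 2311 up at both times, 706 past adjusted p at 20 min and 17 between 40 and 20 min, 47 transcription factors up at 20 min and 8 down at 40 min, and a median log2 fold change over all genes of 0.0835 at 40 min. A pseudocount of 0.5 gave 465 genes past adjusted p at 20 min, 250 between 40 and 20 min, and 32 transcription factors up at 20 min. With no filter on low values 0 genes passed adjusted p at 20 min (1524 up and 349 down at an unadjusted p), 2315 at 40 min and 5 between 40 and 20 min, 2 transcription factors were down at 40 min, and the median at 40 min was 0. More genes are then tested. With a mean FPKM of at least 5, where fewer genes are tested, 252 were down at 20 min, 2358 up at 40 min and 126 down at both times, 3024 passed adjusted p at 40 min and 21 between 40 and 20 min, and the median at 40 min was 0.0415.

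Quantile normalization gave 141 genes past adjusted p at 20 min, 7 transcription factors down at 40 min, and medians of -0.0592 at 20 min and -0.113 at 40 min. Median-ratio scaling gave 137 genes past adjusted p at 20 min and a median of -0.000719 at 40 min. A fit of only the 2 groups compared, with fewer libraries for the variance, gave 1 gene past adjusted p at 20 min and 145 between 40 and 20 min. Without the variance trend no count changed by more than 1.5 times.

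Nested linear models with a library size covariate gave 268 genes up at 20 min, 2211 up at 40 min, 186 up and 130 down at both times, 1 transcription factor up at 20 min and 2 calcium signaling genes up at 40 min. They gave 0 genes past adjusted p at 20 min, 0 at 40 min and 0 between 40 and 20 min, where 297 were up and 118 down at an unadjusted p. Unequal variances on untransformed FPKM gave 126 genes up and 81 down at 20 min, 629 down at 40 min, 74 up and 54 down at both times, 0 past adjusted p at 20 min, 11 at 40 min and 0 between 40 and 20 min (760 up and 33 down at an unadjusted p). They gave 0 transcription factors up at 20 min, 33 up and 1 down at 40 min, 1 peroxidase and 2 calcium signaling genes. A threshold of 1.5 gave 798 up and 199 down at 20 min, 1966 and 438 at 40 min, 660 and 88 at both times, 2192 past adjusted p at 40 min, 243 between 40 and 20 min and 2 calcium signaling genes. A threshold of 1 for transcription factors gave 54 up at 20 min, and 107 up and 16 down at 40 min. With fry 12 list tests passed and with an estimated correlation 0, where 1 list test had an unadjusted p under 0.05. Single transcripts gave 911 down at 20 min, 2683 down at 40 min, 418 down at both times, 24 past adjusted p at 20 min and 59 between 40 and 20 min.

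Across the 9 fits that each left out one library, the genes up at 20 min ranged from 1057 (without library 4) to 2642 (without library 5), down at 20 min from 303 to 631, up at 40 min from 3173 to 4470, down at 40 min from 1137 to 1640, up at both times from 911 to 2113 and down at both times from 151 to 328. Genes past adjusted p ranged from 0 to 2222 at 20 min, from 2805 to 5350 at 40 min and from 0 to 1302 between 40 and 20 min. Transcription factors ranged from 11 to 41 up at 20 min, from 47 to 67 up at 40 min and from 2 to 6 down at 40 min, peroxidases from 2 to 3 and calcium signaling genes from 4 to 5. The median over all genes ranged from -0.0713 to 0.0879 at 20 min and from -0.0434 to 0.125 at 40 min, the separation from 71.7% to 82.5% and the list tests from 16 to 24.

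For single genes the direction changed in 3 cases, all at 20 min with small changes. LOC547931 was -0.022 with quantile normalization and -0.2548 with nested models, and ranged from -0.2767 to 0.2956 across the 9 fits that left out one library, below 0 without library 3, 5 or 6. IQD44 was -0.0554 with nested models and ranged from -0.002328 without library 3 to 0.5104. AS2 ranged from -0.7613 to 0.1423 and was above 0 without library 1 or 5. Of 150 results for 75 single genes, 98 passed an adjusted p of 0.05 as reported. With nested models or unequal variances none of these 98 still passed. Without a filter 47 of the 98 still passed, in fits of 2 groups 72, with quantile normalization 85 and with median-ratio scaling 87, and across the 9 fits that left out one library from 60 to 97. The lower depth at 40 min limits what can be said of genes near FPKM 1.

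A setting chosen after seeing the data tested each transcript alone with equal variances on untransformed FPKM. With a threshold of 1 it gave 797 transcripts up at 20 min, 360 up at both times, and 3, 137 and 6 past adjusted p at 20 min, at 40 min and between 40 and 20 min. With 1.5 it gave 337 up and 124 down at 20 min, 2287 and 451 at 40 min, 150 and 59 at both times, and 2, 98 and 3 past adjusted p.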

Differences from the paper's values

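The paper's abstract gives exact counts of upregulated genes at 20 and 40 min. The readings by eye of Fig. 1c used here for these genes lie near them. At 20 min 1748 genes were up, against the paper's about 360 in Fig. 1c, read by eye, and 417 were down, against the paper's about 120 in Fig. 1c, read by eye. Of the alternatives set before the data were examined, nested linear models (268) brought the first within 1.5 times, and unequal variances on untransformed FPKM (81) the second. At 40 min 3819 genes were up, against the paper's about 2400 in Fig. 1c, read by eye. A mean FPKM of at least 5 (2358), quantile normalization (2942), median-ratio scaling (3462), nested models (2211), unequal variances (2676), a threshold of 1.5 (1966) and leaving out library 3, 7 or 8 (3173, 3503 and 3570) came within 1.5 times of it, and the others did not. At 40 min 1345 genes were down, against the paper's about 450 in Fig. 1c, read by eye, which unequal variances (629) and a threshold of 1.5 (438) approached and the others did not.

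At both times 1490 genes were up, against the paper's 148, and nested models (186) alone came near. For genes down at both times, 202 stand against the paper's 58, and unequal variances (54) alone came near. Testing each transcript alone with equal variances on untransformed FPKM and a threshold of 1.5 gave 150 up and 59 down at both times, 337 and 124 at 20 min, and 2287 and 451 at 40 min. This setting was chosen after seeing the values, with the paper's counts as the target, from combinations of equal and unequal variances, log and untransformed values, thresholds of 1 and 1.5, gene sums and transcripts, and all, named or annotated transcripts. It is not known to be the paper's method. The paper's methods state a threshold of 1.5, and the legend of Fig. 1c one of 1.

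The families here were taken from gene symbols and cover fewer genes than the paper's, so the counts are not on one basis. Transcription factors up at 20 min were 21 against the paper's 9, and 11 without library 4, while no other alternative came within 1.5 times. At 40 min 57 were up against the paper's 121. A pseudocount of 0.1 (84) and a threshold of 1 (107) came within 1.5 times. Peroxidases up at 40 min were 3 against the paper's 18, and calcium signaling genes 5 against the paper's 45. ERF genes were 2 against the paper's 24, MYB genes 8 against the paper's 22 and bHLH genes 0 against the paper's 14, where 2 bHLH genes were down at 40 min at an unadjusted p. None of the alternatives set before the data were examined closed these gaps, and for single families none was run.

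The first principal component held 75.2% of the variance, against the paper's about 36% in Fig. 1b, read by eye. Neither the 500 most variable genes nor all genes tested closed the gap.

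For genes of Table 2 with more than 1 transcript the sum over the gene differed from the table. The log2 fold change of the auxin response factor 9 gene was 0.81 at 20 min and 1.04 at 40 min, against the paper's 4.3 and 4.7. For aminopeptidase M1 it was 0.43 and 0.25, against the paper's 4.2 and 4. For ferredoxin-A it was 1.25 and 0.67, against the paper's 4.2 and 3.5. The ferredoxin-A identifier also joins transcripts of another annotated gene, LOC100780276, so these values are not those of the ferredoxin-A gene alone. For phosphoglycerate mutase 1 the log2 fold change was 2.97 and 2.69, against the paper's 4 and 4.4. None of the alternatives set before the data were examined closed these gaps. The single transcript matched by its values, a match made after seeing the values, gave 4.32 and 4.67, 4.21 and 3.99, 4.17 and 3.51, and 3.99 and 4.36.

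In its results the paper reports no peroxidase induced at 20 min, and in its discussion it names peroxidases among the genes up at that time. Here Ep and POD had log2 fold changes of 3.10 and 2.41 at 20 min with an unadjusted p of 0.00101 and 0.00307, and neither passed adjustment over all genes.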

Other observations

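The tests of scaling and of depth against the excess of rises, of depth against changes of isoform share and of plants or tissue against steep falls were chosen only after the result was seen. The excess of genes up over genes down at 40 min, 74% of the changed genes, was weighed against 3 technical explanations. With quantile normalization the share was 62.5%, after removal of the trend of log2 fold change with gene length it was 62%, and among genes with a mean FPKM of at least 5 it was 67.8%. Scaling, length or noise in low genes from the lower depth at 40 min may thus account for part of the excess, but none of them alone brought it to 50%. The log2 fold change rose with gene length (Spearman correlation 0.139 at 40 min and 0.179 at 20 min). Once the trend was removed, 3075 genes were up and 1881 down at 40 min. Its removal also took out the mean shift of all genes, and the p from before removal was kept. The change to 62% thus cannot be credited to length alone.

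For genes up at both times, 3 of 100 arrangements of the 9 libraries, the real one included, gave as many as 1490, which argues against a random arrangement. For genes down at both times 13 of 100 gave as many as 202, so that number is consistent with a random arrangement of the libraries.

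In some genes one transcript took the place of another. Of 44198 transcripts in 11477 genes, 51 in 41 genes changed their share of the gene by at least 50 percentage points between the control and the 6 sucrose libraries with no overlap. Over the 84 splits of the libraries into 3 and 6 the median was 28, and 3 splits gave as many, the real one included, which argues against a random assignment of reads among isoforms and against a random arrangement. The other 2 were libraries 7, 8 and 9 against the others, with 78, and libraries 3, 5 and 6 against the others, with 55. The second mixes a control with t20 libraries, so differences between libraries that are not due to sucrose can give as many. Differences in depth between single libraries are a candidate explanation of the 55 and the 78. Before the coverage columns were set aside, the depth read from them was highest in libraries 3, 5 and 6 and lowest in libraries 7, 8 and 9, so both of these splits followed depth as well. That reading is not among the tables behind this text and was not used in any test. In Table 1 of the paper the t40 group has the lowest median of paired sequences, though 1 of its libraries is larger than some of the others, so that for the value of 78 depth and a longer time of sucrose cannot be told apart. For the 51 changes, which part controls from sucrose libraries with no overlap, Table 1 argues against depth as the sole cause. Paired sequences were 24900000 to 40600000 at t0, inside the range of 24200000 to 47300000 at t20. A share that only rose or fell with depth would then overlap between these times. Whether the 51 changes follow sucrose or other differences between libraries was not decided.

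Of the 337 transcripts up at 20 min with equal variances on untransformed FPKM and a threshold of 1.5, a setting chosen after seeing the data, 127 belonged to genes whose sum had a log2 fold change under 1 and 91 to genes under 0.5, and 130 had no annotated name. At 40 min these were 254, 142 and 634 of 2287.

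Some genes were far lower at 20 min. In 11 genes with a control mean FPKM of at least 10, each t20 library was under a sixteenth of the control mean. Of these, 6 passed an adjusted p of 0.05 at 20 min (limma with Benjamini-Hochberg adjustment) and 5 did not, and in 1 of them, high in control library 3 alone, the other controls did not lie above the t20 libraries. For the other 10 each control lay above each t20 library. If transcription had stopped at once, a half-life of at most 3.02 min would be needed for these falls (median of 8 genes, 1.88 to 4.54 min), and 2 genes were listed at 0 in all t20 libraries. In 10 of the 11 library 8 was the highest at 40 min, against 74 of 1044 other genes down at 40 min, and in 10 control library 1 was the highest, at a median of 8.35 times library 3 over these 10 genes. The genes thus differed together among plants given the same treatment. A difference between plants or in the tissue harvested may explain the falls, and it cannot be told apart from an effect of sucrose with 3 plants at each time.

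Handling of roots and addition of solution had no control of their own. The touch and handling list, with 7 genes, had an adjusted p of 0.9 with camera at 40 min, with a median log2 fold change of -0.17 that became 0.22 with quantile normalization. Its members went both ways, so handling and sucrose cannot be told apart and handling may contribute. The 7 genes of dividing cells had a median of -0.30 and an adjusted p of 0.232, and a changed share of dividing cells in the root tips is not excluded either, since it cannot be told apart from sucrose with so few genes.

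Other lists are given as values. At 40 min the 26 genes of phosphate starvation had a median log2 fold change of 1.03 (camera, adjusted p = 0.00148; fry, adjusted p = 0.0344), and PHT1-1 rose from an FPKM of 8.84 ± 2.70 (SD, n = 3) to 55.2 ± 3.72. The 31 aquaporins had 0.43 at 20 min (camera, adjusted p = 0.00251; fry, adjusted p = 0.0509) and 0.39 at 40 min (camera, adjusted p = 0.352). The 16 genes of sugar transport had -0.07 and 0.21 (camera, adjusted p = 0.78 and 0.93), with 4 up and 4 down at 40 min, and SWEET26 fell from 79.7 ± 41.9 to 12.8 ± 5.68. The 6 genes repressed by sugar had 0.58 and 0.85 (camera, adjusted p = 0.138 and 0.456). The 5 hypoxia genes had -0.07 and 0.15 (camera, adjusted p = 0.487 and 0.711), the latter -0.06 with quantile normalization. The 9 heat shock genes had -0.36 and -0.52 (camera, adjusted p = 0.235 and 0.337). The 53 IQD genes had -0.004 and 0.21 (camera, adjusted p = 0.617 and 0.562).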
